A study of Arabidopsis thaliana with 60 samples.

How the data were processed

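RNA was measured by sequencing in Arabidopsis thaliana Col, the wild type, in bolting plants grown at 23 °C under 50 µmol of light per square metre per second. Per the labels, leaves were given high light (HL, 1700 µmol per square metre per second from a gooseneck lamp), heat stress (HS, a heat block 2 cm under the leaf), both on 1 leaf (HL+HS) or each on a different leaf of the same plant (HL&HS), for 2 or 8 min. The treated leaves and the untreated stem of plants under each treatment were sampled, with control plants at 0 min. There were 20 groups of 3 libraries, 60 in all: 11 leaf groups (33 libraries), since both treated leaves of HL&HS plants were sequenced separately, and 9 stem groups (27 libraries). The labels state that RNA was extracted with the Qiagen RNeasy kit and that libraries were made with TruSeqHT. The sequencing was single-end on an Illumina NextSeq.

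The authors deposited normalized counts, a signal per gene and library, for 32833 genes. Each value is a read count divided by 1 size factor per library. The values were tested for this: 100% were whole multiples of the smallest value of their library, so whole reads were recovered, with a largest deviation of 1.6e-09 reads. The recovered size factors differed by at most 3.1e-15, as a relative difference, from median-of-ratios factors computed here over all 60 libraries and the 17810 genes above 0 in every one. The labels do not state the aligner, the counting tool, its treatment of strand and of reads that map to several genes, the annotation or the genome build. All columns were assigned to a sample by their titles, and 0 columns of values remained unassigned. Of the gene identifiers, 32548 matched a locus in the TAIR10.1 RefSeq annotation, which was used for gene names and for checks of GC content, length and overlap. The 285 that did not match were all organellar. No genomic positions are given because the build used by the authors is not stated.

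Groups and replicate numbers were taken from the sample titles. For the leaf groups at 8 min under a single stress, the title and description name one stress and the treatment tag names the other. The title was used, and the text calls these the groups titled HL and titled HS. The labels do not state whether the 3 libraries of a group come from separate plants, pools of plants or repeated preparations of the same RNA, so the spread between replicates is not known to cover the spread between plants.

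Libraries of the 2 min groups held 31725824 to 47559552 counted reads, and those of the 0 and 8 min groups 11071918 to 12998149. The smallest level counted as detected was 3 reads, which was worth between 1.23 and 6.37 normalized counts in the groups where a lower bound is given. Intervals and floors of this kind cover counting error only. Between replicates, the chi-square per gene with at least 20 reads in the pair ranged from 1.35 to 6.81 over 60 pairs, so all pairs differed by more than sampling noise. The coefficient of variation beyond counting error, for genes with a mean of at least 500 reads, had a median of 1.93% and a range of 1.24% to 4.76% over the 20 groups.

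Values were analysed as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend). All libraries of a tissue entered 1 fit, and both tissues entered 1 fit for comparisons between leaf and stem. Genes with a mean of at least 10 normalized counts over the fitted libraries were tested: 18231 in leaf, 18428 in stem and 18893 over both. The tests were two-sided. A gene was counted when its Benjamini-Hochberg adjusted p was under 0.05, and a second count required a change of at least 2-fold. The pseudocount of 1 understates changes of genes with low counts. There were 30 comparisons: 18 stress groups against the 0 min control of their tissue, and 12 others. The others were departures from the sum of the separate HL and HS changes on the log2 scale (combined minus HL minus HS plus control), HL&HS against HL+HS in stem, leaves of plants with a second stressed leaf against leaves of singly stressed plants, and the mean response to HL, HS and HL+HS in leaf against that in stem.

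The groups, comparisons, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule named 7 loci known as heat, high-light or reactive-oxygen markers (HSFA2, HSP101, HSP70, RHL41, also called ZAT12, STZ, also called ZAT10, ELIP1 and APX2). For each tissue and time point it also named the gene with the largest mean rise and the gene with the largest mean fall among those past the threshold in the same direction in every stress group, with each treated library on the same side of all control libraries. For each comparison not against control it named the gene with the smallest p.

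The alternatives were no filter on low values, a pseudocount of 0.1, rescaling within the tissue, the replicate number as a block, only the compared groups in the fit, edgeR 4.0.16 quasi-likelihood tests and DESeq2 1.42.0 Wald tests on the recovered reads, each library left out in turn, and the treatment tag in place of the title. Over the 18 comparisons with control, edgeR called from 3784 to 8114 genes. The methods were tested on simulated data with known changes. In a fit of 33 simulated leaf libraries, with 3 compared against 3, limma recovered 162 of 197 changed genes (82.2%), with 5 false calls. It called 0 of 17939 genes in an unchanged group. For a departure from additivity it recovered 138 of 197 (70.1%) with 0 false calls. edgeR recovered 164 of 200 with 7 false calls. The simulation gave every gene the same spread between replicates, changed few genes in only the changed group and held no batch. Its false calls therefore do not carry over to these data.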

Results

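The data set holds 60 RNA sequencing libraries from bolting Arabidopsis plants, 33 from leaves and 27 from stems, in 20 groups of 3. Leaves received high light (HL), heat (HS), both on the same leaf (HL+HS) or each on a different leaf of one plant (HL&HS). Stems received no treatment and report the systemic response. The series title gives the integration of systemic signals as its subject. The libraries of the 2 min groups were deeper than the rest: 27 libraries held 31725824 to 47559552 reads, while the 33 libraries at 0 and 8 min held 11071918 to 12998149. The depth ranges did not overlap, so all comparisons of a 2 min group with the control also compare a deeper with a shallower class of libraries, and library batch and group cannot be told apart in them. No 2 or 8 min control without stress was part of the design, and the same 3 control libraries per tissue served in every comparison with control.

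**Figure D1:**
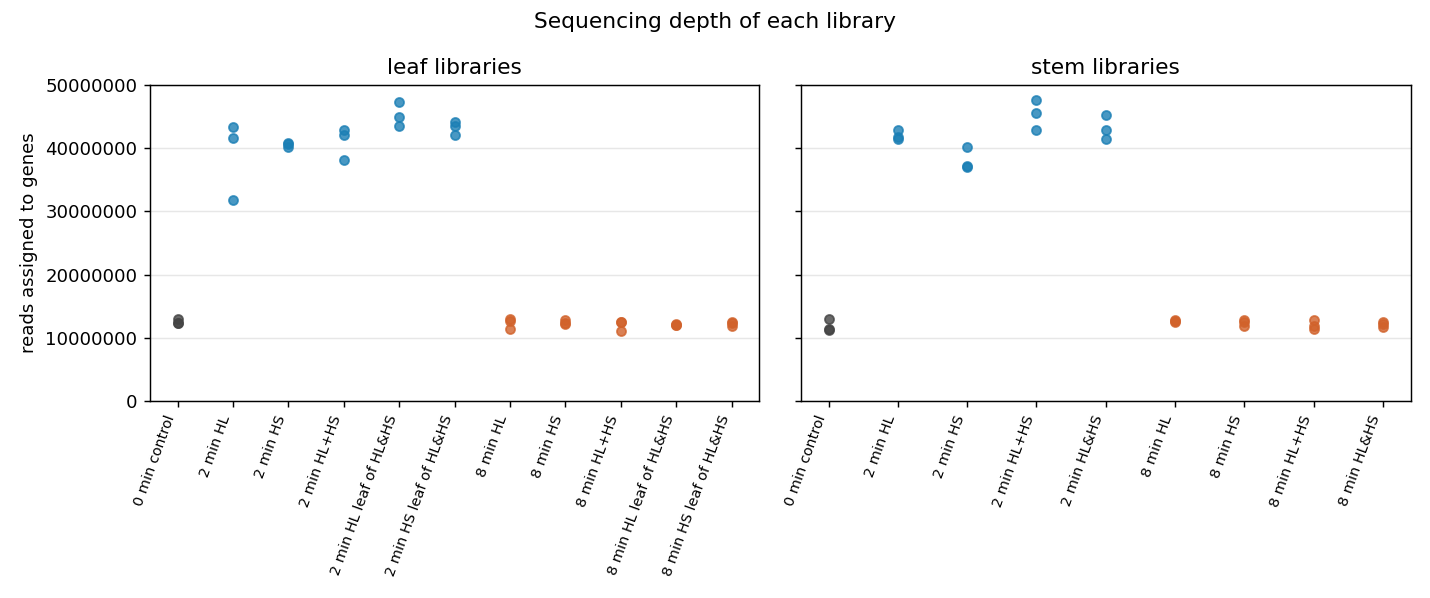
Counted reads per library (y axis, from 0), with 1 point per library, for the 20 groups on the x axis; grey marks 0 min, blue 2 min and orange 8 min. The 2 min libraries hold 31725824 to 47559552 reads each and all others 11071918 to 12998149.

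In a principal component analysis of the leaf libraries, PC1 carried 35.8% and PC2 16.1% of the variance. The 18 leaf libraries of plants given both stresses lay between -25.71 and -5.81 on PC2, and the 15 libraries of plants given 1 stress or none lay between 8.28 and 28.1, at both time points. In stem, PC1 carried 20.7% and PC2 14.8%. The 3 stem control libraries lay between 33.04 and 34.49 on PC1, and the highest stressed stem library lay at 8.03.

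**Figure D2:**
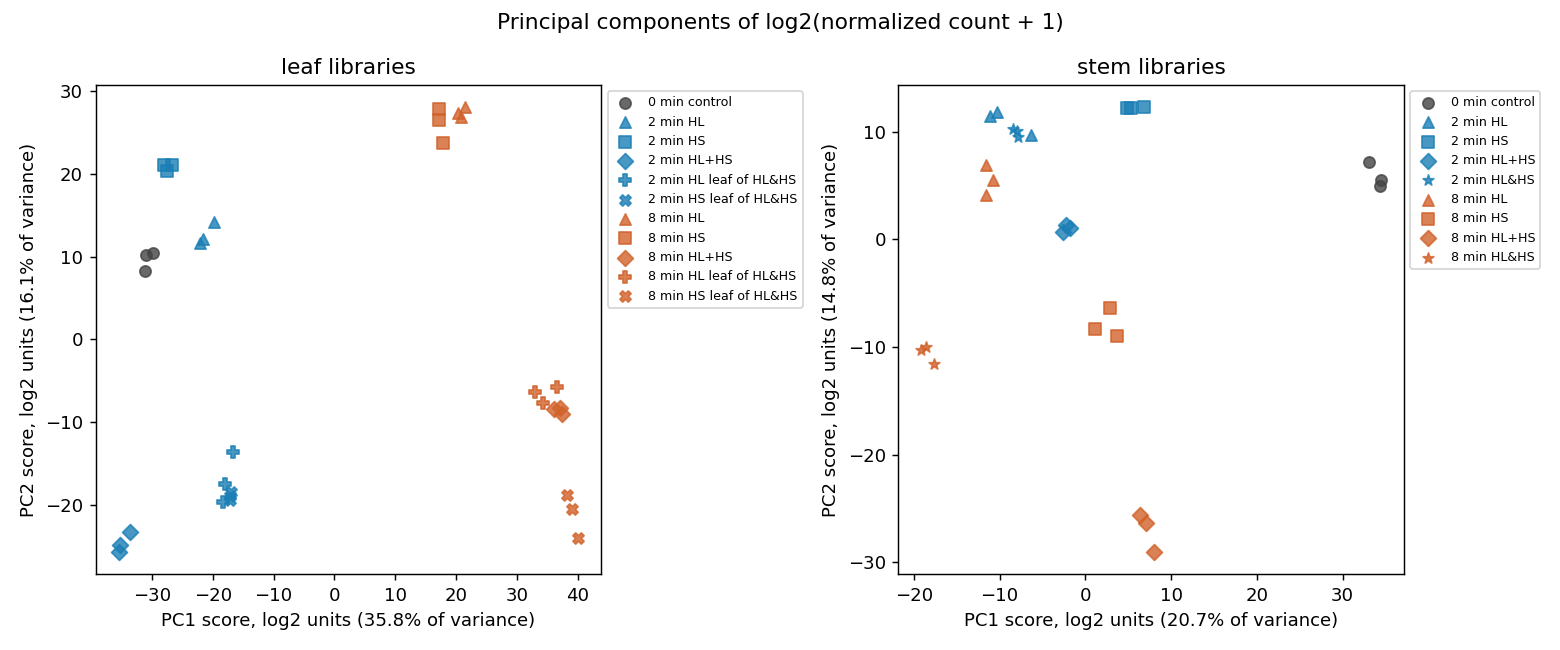
Principal components 1 and 2 of log2 values for leaf libraries and for stem libraries, with 1 point per library, coloured by time (grey 0 min, blue 2 min, orange 8 min) and with a symbol for each stress. In leaf, plants given both stresses lie below -5 on PC2 and the others above 8; in stem, the control libraries lie above 33 on PC1 and all others at 8.03 or less.

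The first comparison asks which genes change in the treated leaf itself. Counts below are genes with a Benjamini-Hochberg adjusted p under 0.05 in limma, out of 18231 tested. At 2 min, 3621 genes differed from control under HL (2387 higher, 1234 lower) and 3332 under HS (2010 higher, 1322 lower). Under HL+HS 6151 genes differed, with 3320 higher and 2831 lower, but the larger direction depended on the scaling: 2949 were higher and 3176 lower after rescaling within the tissue. In HL&HS plants 4821 genes differed in the leaf given HL and 5642 in the leaf given HS. Most of the changes were small: 179 of the HL genes (88 higher, 91 lower), 162 of the HS genes (141 higher, 21 lower), 570 of the HL+HS genes (190 higher, 380 lower), 339 in the HL leaf and 427 in the HS leaf changed at least 2-fold. Leaving out 1 library moved the HL count most, from 3621 to 2700 genes at the lowest, and fitting only the compared groups gave 4534.

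At 8 min, 5997 leaf genes differed in the group titled HL and 6029 in the group titled HS. HL+HS gave 6465 genes, and the HL leaf and the HS leaf of HL&HS plants gave 5273 and 7731. Genes with a change of at least 2-fold numbered 667 in the group titled HL, 718 in the group titled HS, 798 under HL+HS, 688 in the HL leaf and 1019 in the HS leaf. The group titled HL had the largest replicate spread of all groups, a coefficient of variation of 4.76% beyond counting error. It also held transcripts that are abundant in stem: 40 genes with at most 3 reads in each leaf control library and a mean of at least 200 in stem had a median of 2.79% of their stem level in this group, against 0.413% in leaf control. Its count depended most on the fit, with 3490 genes when only the compared groups were fitted. The genes past the threshold in the same direction in all 5 stress groups numbered 836 at 2 min (571 higher, 265 lower) and 1581 at 8 min (1204 higher, 377 lower). With at least 2-fold change in all 5, these were 15 genes at 2 min and 261 at 8 min, of which 260 were higher and 1 lower.

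The same question in the untreated stem asks which genes respond at a distance. At 2 min, of 18428 genes tested with limma and Benjamini-Hochberg adjustment, 7892 differed from control under HL (3861 higher, 4031 lower), 5668 under HS, 6671 under HL+HS and 7550 under HL&HS. At 8 min the counts were 8047 under HL (4046 higher, 4001 lower), 6338 under HS, 6183 under HL+HS and 7907 under HL&HS. Changes of at least 2-fold were found in 360, 207, 311 and 338 genes at 2 min and in 423, 282, 386 and 580 genes at 8 min, in that order. Under HL these were 61 higher and 299 lower at 2 min and 123 higher and 300 lower at 8 min. For HL at 2 min, leaving out 1 library moved the count most, to 6641 at the lowest. With edgeR the HL counts were 8114 at 2 min and 6926 at 8 min, so which time held more genes depended on the method. In all 8 stem comparisons except HS at 8 min and HL at 8 min, rescaling within the tissue changed which direction held more genes. In the same direction in all 4 stress groups, 4050 genes passed the threshold at 2 min and 2599 at 8 min; 80 and 87 of these changed at least 2-fold in all 4. All stem comparisons share a control that differed in the same direction from all 8 stressed stem groups in 2077 genes.

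**Figure D3:**
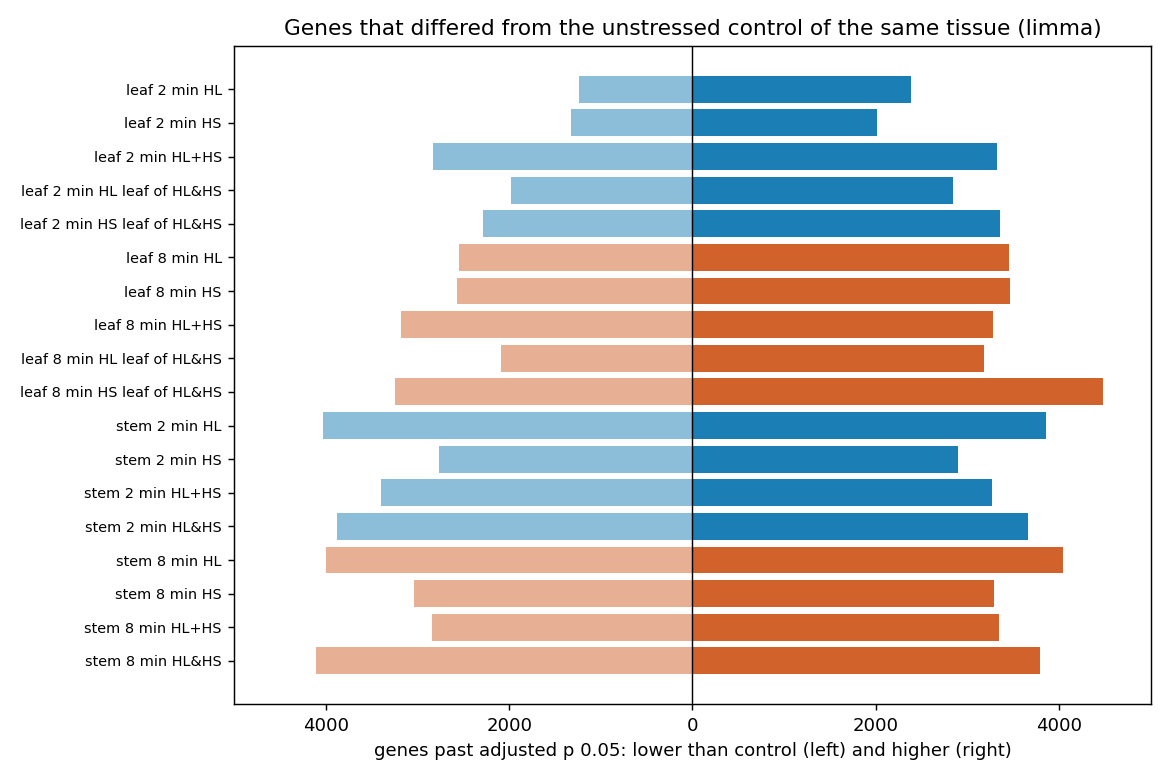
Number of genes past an adjusted p of 0.05 (limma, Benjamini-Hochberg) in each of the 18 comparisons with control; bars to the right count genes higher than control and bars to the left genes lower, in blue at 2 min and in orange at 8 min. Counts run from 3332 genes in leaf under HS at 2 min to 8047 in stem under HL at 8 min.

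The log2 changes from control were correlated across genes for all 153 pairs of the 18 comparisons. Genes are not independent replicates, and the control shared within a tissue raises r. At 2 min in leaf, r was 0.64 between HL and HS but 0.41 between HL and HL+HS, while HL+HS correlated with the HL leaf and the HS leaf of HL&HS plants at 0.70 and 0.73. At 8 min in leaf, r lay between 0.65 and 0.85. In stem, r lay between 0.74 and 0.88 at 2 min and between 0.61 and 0.79 at 8 min, and the HL changes at 2 and 8 min correlated at 0.85. Between leaf and stem under the same stress and time, r was 0.09 for HL and 0.21 for HS at 2 min. At 8 min r was 0.20 for the groups titled HL and 0.28 for those titled HS. For HL+HS it was 0.31 at both times.

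Of the 7 marker genes fixed in advance, the heat-shock factor HSFA2 (AT2G26150) averaged 244.1 ± 6.81 normalized counts in leaf control (SD, n = 3). At 2 min it averaged 883.2 ± 47.7 under HL, a log2 change of 1.85 ± 0.04 (SE; adjusted p 4.04e-30, limma, Benjamini-Hochberg), and 425.4 ± 25.5 under HL+HS, a log2 change of 0.80. Under HS it averaged 243.5 ± 4.62 at 2 min, a difference from control smaller than the replicate spread. The HL and HS leaves of HL&HS plants averaged 1373 ± 15.6 and 961.4 ± 25.0. At 8 min HSFA2 averaged 9893 ± 325 in the group titled HL, 4126 ± 122 in the group titled HS, 32220 ± 346 under HL+HS, 21280 ± 899 in the HL leaf and 21070 ± 657 in the HS leaf of HL&HS plants, so that log2 changes ran from 4.07 to 7.04. The chaperone gene HSP101 (AT1G74310) rose from 781.5 ± 43.9 to 53620 ± 1420 under HL+HS at 8 min, a log2 change of 6.10 (adjusted p 1.08e-50, limma, Benjamini-Hochberg), but at 2 min it was lower than control under HS, at 657.6 ± 20.7, a log2 change of -0.25. Of its sequence, 0.2% of 50-base windows are shared with another gene and 3.0% of its exonic length overlaps a gene on the other strand.

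In stem control, HSFA2 averaged 77.56 ± 5.72 normalized counts (SD, n = 3). At 8 min it averaged 92.89 ± 14.7 under HL and 77.08 ± 15.7 under HS, neither past the threshold (adjusted p 0.151 and 0.908 in limma with Benjamini-Hochberg adjustment). Under HL+HS it averaged 162.6 ± 20, a log2 change of 1.05 (adjusted p 9.58e-08, limma, Benjamini-Hochberg), and under HL&HS 623.1 ± 29.3, a log2 change of 2.99 (adjusted p 9.72e-21, limma, Benjamini-Hochberg). At 2 min stem HSFA2 was lower under HL, at 57.29 ± 1.29 (log2 change -0.43, adjusted p 0.012, limma, Benjamini-Hochberg), and past the threshold in none of the other 3 groups. HSP101 in stem rose from 968.0 ± 31.6 to 2059 ± 117 under HL&HS at 8 min. HSP70 (AT3G12580) in stem rose from 1122 ± 6.21 to 2540 ± 63.9 under HL&HS at 8 min, while under HL at 8 min it averaged 925.3 ± 98.0, lower than control by a log2 change of -0.28.

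**Figure D4:**
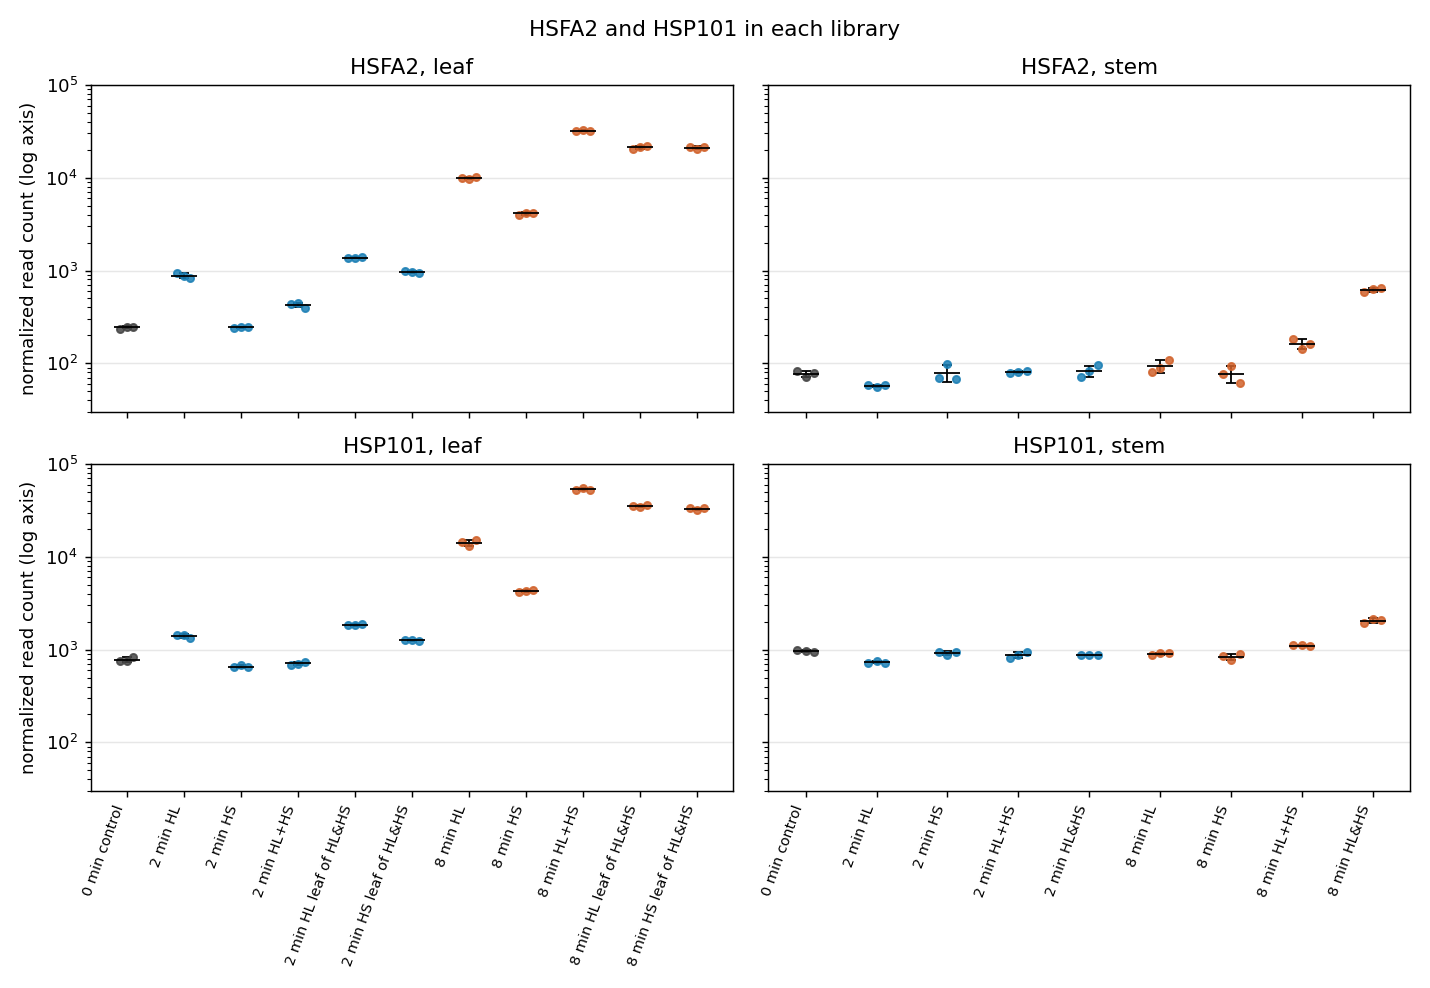
Normalized counts (y axis, log scale) of HSFA2 and HSP101 in each group (x axis), with 1 point per library, a black bar for the mean and error bars for the SD (n = 3). HSFA2 rises from 244.1 in leaf control to 32220 under HL+HS at 8 min, and in stem from 77.56 to 623.1 under HL&HS at 8 min.

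The zinc-finger genes RHL41 (AT5G59820) and STZ (AT1G27730) rose in every stress group at 8 min in both tissues. In stem, RHL41 rose from 21.26 ± 10.9 normalized counts in control to between 42.34 and 145.1 (group means, n = 3), and STZ from 40.41 ± 4.64 to between 67.45 and 221.8. Under HL+HS at 2 min in leaf both were lower than control, RHL41 at 45.82 ± 0.767 against 115.8 ± 15.7 and STZ at 104.6 ± 7.35 against 189.0 ± 15.2. STZ at 2 min in stem passed the threshold under HL and under HL&HS (adjusted p 0.0248 and 0.0268, limma, Benjamini-Hochberg). It passed in neither group with DESeq2, edgeR or only the compared groups in the fit. ELIP1 (AT3G22840), an early light-induced gene, averaged 708.0 ± 53.2 in leaf control and was lower in all 5 leaf groups at 2 min, with means from 427.5 to 548.0. At 8 min it averaged 1007 ± 87.4 under HL+HS, higher than control. It was lower than control in the group titled HS, at 428.1 ± 10.6, and in the HS leaf of HL&HS plants, at 596.0 ± 20.9. In stem ELIP1 averaged 441.9 ± 12.8 in control and was lower in all 4 groups at 8 min, with means from 205.9 to 319.5. APX2 (AT3G09640) had few reads. Its leaf control libraries held 9, 4 and 0 reads, a mean of 7.57 ± 8.03 normalized counts, and it was higher in all 10 leaf stress groups, with means from 22.06 to 46.11. In stem under HL+HS at 8 min APX2 was at least 4.95-fold lower than in control.

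Of the 7 listed genes, the number past 0.05 in leaf at 2 min was 6 under HL, 5 under HS and 7 in each of the other 3 groups when adjusted over the list alone, and 6, 4, 7, 7 and 7 when adjusted over all genes (limma, Benjamini-Hochberg). At 8 min in leaf the list gave 6, 7, 7, 6 and 7 both ways. In stem at 2 min the list alone gave 7 under HL, 2 under HS, 3 under HL+HS and 5 under HL&HS, against 6, 2, 3 and 5 over all genes. In stem at 8 min it gave 4, 5, 7 and 7, against 4, 5, 6 and 7.

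The largest mean rise shared by all leaf groups at 2 min was that of APX2 and the largest mean fall that of the lipid-transfer protein gene LTP4 (AT5G59310). LTP4 fell from 79.17 ± 15.4 normalized counts in leaf control to means between 8.84 and 27.14 (n = 3 each). It averaged 23860 ± 983 in stem control, and stem-abundant genes had a median of 0.413% of their stem level in leaf control. In the leaf groups at 2 min this median ran from 0.283% under HL to 0.518% in the HS leaf of HL&HS plants, on both sides of the control. Those genes were chosen for at most 3 reads in each leaf control library. The medians therefore do not decide whether stem RNA in the control gave the fall of LTP4. At 8 min in leaf the largest rise was that of HSP23.6-MITO (AT4G25200), a mitochondrial small heat-shock protein gene, which was at or under 3 reads in each control library and averaged 438.4 ± 74.7 in the group titled HL, 78.99 ± 16.9 in the group titled HS and 2838 ± 32.5 under HL+HS. These are at least 83.9-fold, 15.1-fold and 543-fold higher. The largest fall was that of AT3G08240, from 30.74 ± 0.857 to means between 6.42 and 12.97; 10.0% of its exonic length overlaps a gene on the other strand.

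In stem at 2 min the largest shared rise was that of AT1G56300. It was at or under 3 reads in each control library and was at least 6.49-fold higher under HL+HS, at 31.24 ± 5.57 (n = 3), but only at least 1.19-fold higher under HL; 41.6% of its exonic length overlaps a gene on the other strand, and under HL it did not pass the threshold in DESeq2. The largest fall was that of PGA4 (AT1G02790), from 56.55 ± 12.4 to between 7.75 and 9.82 in 3 groups and at least 46.1-fold lower under HL+HS. PGA4 varied widely between replicates of a leaf group, from 0.5416 to 21.79 under HS at 2 min. Differences between samples unrelated to stress are therefore not excluded for its fall. At 8 min in stem the largest rise was that of RTFL12 (AT4G13395), at least 7.53-fold under HL, 12.2-fold under HS, 13.5-fold under HL+HS and 22.6-fold under HL&HS. The largest fall was that of AT3G62730, from 137.0 ± 19.1 to means between 7.19 and 46.03.

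The next comparison asks whether HL and HS together act as the sum of each alone. On the log2 scale, 4432 leaf genes departed from the sum under HL+HS at 2 min (1910 above, 2522 below; limma, Benjamini-Hochberg), and 856 of them by at least 2-fold. Fitting only the compared groups moved this count most, to 5920. At 8 min, 6040 genes departed (2561 above, 3479 below), 1315 by at least 2-fold. A departure below the sum on the log2 scale does not mean fewer counts than both single stresses added. Leaf HSFA2 departed by -2.37 at 8 min, yet averaged 244.1 in control, 9893 titled HL, 4126 titled HS and 32220 under HL+HS. The leaf departures of HSP101 and HSP70 at 8 min were -0.53 and -0.41, and that of ELIP1 1.19. The gene with the smallest p at 2 min was PCR1 (AT1G14880), with a departure of -3.17 (adjusted p 1.71e-29, limma, Benjamini-Hochberg). It averaged 8579 ± 217 normalized counts in control, 12090 ± 258 under HL and 14290 ± 244 under HS at 2 min, but 2241 ± 87.3 under HL+HS (SD, n = 3). At 8 min the smallest p was that of STZ, with a departure of -4.40 (adjusted p 1.28e-34, limma, Benjamini-Hochberg). STZ averaged 2821 ± 123 in the group titled HL, 4612 ± 208 in the group titled HS and 3256 ± 215 under HL+HS, so the combined level lay between those of the single stresses.

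In stem, 4838 genes departed from the sum under HL+HS at 2 min and 3570 under HL&HS, and at 8 min 7562 under HL+HS and 5221 under HL&HS (limma, Benjamini-Hochberg). Fitting only the compared groups moved the first of these counts most, to 6011. The gene with the smallest p under HL+HS at 2 min was STR18 (AT5G66170), which departed by 1.89 (adjusted p 6.34e-19, limma, Benjamini-Hochberg) and averaged 831.2 ± 40.8 in control, 325.3 ± 8.14 under HL, 422.0 ± 19.2 under HS and 615.2 ± 19.4 under HL+HS. Under HL&HS at 2 min it was JAL23 (AT2G39330), which departed by 1.93 and averaged 881.2 ± 31.1 in control, 862.8 ± 62.1 under HL, 1089 ± 116 under HS and 4053 ± 281 under HL&HS. At 8 min the genes with the smallest p were AT4G27435 under HL+HS, with a departure of 1.64, and AT5G37940 under HL&HS, with a departure of -1.39. AT4G27435 averaged 3433 in stem control and 1168 to 1963 in the stressed stem groups of both times, and AT5G37940 1069 and 2126 to 3558. STR18, at 831.2 in control, averaged 299.6 to 615.2 in the same groups. The departures of these genes cannot be told apart from a shift of the control. JAL23 did not show this pattern, at 862.8 under HL at 2 min against 881.2 in control. Of the 50-base windows of AT5G37940, 30.8% are shared with other genes, so reads of those genes cannot be excluded from its counts. HSFA2 departed by 2.77 under HL&HS at 8 min (adjusted p 6.76e-14, limma, Benjamini-Hochberg) and by 0.83 under HL+HS. The departures in stem correlated across genes with the change from control in HL&HS plants, at r = -0.481 at 2 min and -0.444 at 8 min, with control replicate 1 in the departure and replicates 2 and 3 in the change.

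Whether the site of the stresses matters to the stem was asked by comparing HL&HS with HL+HS directly, without the control. At 2 min 575 genes differed (270 higher under HL&HS, 305 lower; limma, Benjamini-Hochberg), 41 of them at least 2-fold (32 higher, 9 lower), and the count rose to 2281 when only these groups were fitted. At 8 min 6971 genes differed (3074 higher, 3897 lower), 228 of them at least 2-fold (144 higher, 84 lower); after rescaling within the tissue 3510 were higher and 3365 lower. The gene with the smallest p at 2 min was BGLU18 (AT1G52400), with 21520 ± 1230 normalized counts under HL&HS and 9907 ± 366 under HL+HS, a log2 difference of 1.12 (adjusted p 1.48e-20, limma, Benjamini-Hochberg). At 8 min it was AT5G37970, with 308.3 ± 22.0 under HL&HS and 1450 ± 66.3 under HL+HS, a log2 difference of -2.23 (adjusted p 4.67e-28, limma, Benjamini-Hochberg). HSFA2 was higher under HL&HS at 8 min by 1.94 (adjusted p 3.05e-14, limma, Benjamini-Hochberg).

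Whether a stressed leaf depends on a stress elsewhere on the plant was asked by comparing the leaves of HL&HS plants with those of singly stressed plants, averaged over HL and HS. This average does not depend on which of the 8 min titles or tags is right. The fit treated the HL and HS leaves of HL&HS plants as independent, though they may come from the same plants. At 2 min 6374 genes differed (3687 higher with a second stressed leaf, 2687 lower; limma, Benjamini-Hochberg), and the count was 9200 with only the compared groups in the fit. After rescaling within the tissue 3114 were higher and 3004 lower. Of the 404 genes that differed at least 2-fold, 68 were higher and 336 lower. At 8 min 7906 genes differed (4475 higher, 3431 lower), or 3993 higher and 3763 lower after rescaling; 451 differed at least 2-fold, with 117 higher and 334 lower. The gene with the smallest p at 2 min was PCR1, lower by a log2 difference of -2.87 (adjusted p 1.86e-39, limma, Benjamini-Hochberg). It averaged 2149 ± 107 and 1504 ± 68.0 in the HL and HS leaves of HL&HS plants. PCR1 was lower in each of the 6 leaf groups of plants given both stresses, at 1504 to 3933, than in any leaf group of the other plants, at 8579 to 14290. In stem it averaged 56.31 to 72.76 in the 4 groups of plants given both stresses, 71.04 to 99.10 in the 4 groups given 1 stress and 129.7 in control. At 8 min it was HSP101, higher by 2.13 (adjusted p 1.7e-38, limma, Benjamini-Hochberg).

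The last comparison asks whether the mean response to HL, HS and HL+HS differs between the treated leaf and the stem. It differed in 5336 of 18893 genes at 2 min (3245 higher in leaf, 2091 lower; limma, Benjamini-Hochberg) and in 6027 at 8 min (3593 higher, 2434 lower). Fitting only the compared groups moved the 2 min count to 6988 and the 8 min count to 4378. The gene with the smallest p at 2 min was OMT1 (AT5G54160), with a log2 difference of 1.07 (adjusted p 4.47e-27, limma, Benjamini-Hochberg). It averaged 2812 ± 47.1 in leaf control and 9772 ± 377 in stem control, and in stem was at 4316 ± 329 under HL (SD, n = 3). All stressed stem groups of both times stood at 4194 to 5966. The stem part of its difference therefore cannot be told apart from a shift of the stem control. At 8 min the gene with the smallest p was HSP101, with a log2 difference of 4.28 (adjusted p 2.58e-52, limma, Benjamini-Hochberg).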

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

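The tests of the control against the other groups of its tissue, of stem RNA in leaf libraries, and of depth, GC content and gene length against the leaf minus stem difference were chosen only after the result was seen. The response to stress differed between treated leaf and stem in 5336 genes at 2 min and 6027 at 8 min, by a test of the difference itself. At 2 min the log2 difference (leaf minus stem) was 1.01 for HSFA2, 0.36 for HSP101, 0.14 for HSP70, -0.67 for RHL41, 3.02 for APX2 and 1.07 for OMT1. At 8 min it was 5.06 for HSFA2, 4.28 for HSP101, 2.89 for HSP70, 1.20 for RHL41, 2.92 for STZ, 0.74 for ELIP1 and 4.17 for APX2. Of 100 splits of the libraries drawn at random, only the real one, 1 of 100, gave as many genes at either time. The highest other count was 2609 at 2 min and 4776 at 8 min. These splits exchanged groups within each tissue and never leaf with stem, and they mixed libraries of groups that differ. They therefore do not test by themselves whether the response differs between the tissues.

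The technical explanations weighed for this difference were depth, a batch of the 2 min libraries, gene composition, the control libraries and mixed tissue. When all libraries were thinned to one total, 0.728 of the genes that differed between leaf and stem at 2 min were still past the threshold, so unequal depth does not account for most of them. At 8 min the value was 0.749, but those libraries already matched the control in depth, so it is no test of unequal depth. The leaf minus stem difference was nearly unrelated across genes to GC content (r = -0.054 at 2 min and -0.074 at 8 min) and to gene length (r = 0.046 and -0.036), both known for 99.5% of genes. A batch shared by the 2 min libraries of both tissues would cancel in the leaf minus stem difference, unless it acted differently in leaf and stem. The stem control differed in the same direction from all 8 stressed stem groups in 2077 genes, against at most 547 for any other stem group taken as the reference, so the counts of genes that differ between tissues cannot be told apart from stem control libraries that stand apart for a reason other than stress. OMT1 follows this pattern, at 9772 normalized counts in stem control and 4194 to 5966 in the stressed stem groups. HSFA2 and HSP101 do not follow it. Under HL, HS and HL+HS at both times stem HSFA2 averaged 57.29 to 162.6 normalized counts and stem HSP101 732.5 to 1105, on both sides of the stem control at 77.56 and 968.0. For the leaf control this count was 479, below the 601 of the HS leaf of HL&HS plants at 8 min. Stem-abundant genes stood at a median of 2.79% of their stem level in the leaf 8 min group titled HL, as stem RNA in those libraries would give, so for such genes the leaf response at 8 min cannot be told apart from mixed tissue. A stronger response of the treated leaf than of the distant stem is a hypothesis in line with the differences of 5.06 for HSFA2 and 4.28 for HSP101 at 8 min. The state of the stem control does not account for these 2 values: with no control, HSP101 under HL+HS went from 711.2 at 2 min to 53620 at 8 min in leaf and from 876.9 to 1105 in stem.

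Several marker genes were below all control libraries at 2 min and above them at 8 min under the same stress; the difference between the times was not tested. In leaf under HS, HSP101 changed by -0.25 at 2 min and 2.45 at 8 min (group titled HS), and HSP70 by -0.10 and 1.95. In leaf under HL+HS, HSP101 changed by -0.13 and 6.10, HSP70 by -0.18 and 4.11, RHL41 by -1.31 and 3.13, STZ by -0.85 and 4.10, and ELIP1 by -0.67 and 0.51. The 2 min fall of HSP101 under HL+HS in leaf was not past the threshold with only the compared groups in the fit (adjusted p 0.0706, limma, Benjamini-Hochberg; 0.00476 to 0.142 over all alternatives). That of HSP70 under HS in leaf was not past it with edgeR (adjusted p 0.0631, Benjamini-Hochberg; 0.0209 to 0.155 over all alternatives). In stem, HSP101 changed by -0.14 and 0.19 under HL+HS and by -0.15 and 1.09 under HL&HS. The 2 min falls involve the deeper libraries. The change from 8 to 2 min, which uses no control, correlated between leaf and stem at r = 0.45 across genes. This is what a library batch of the 2 min groups would give, and also what a shared systemic response at 2 min would give. ELIP1 was lower than control at 2 min in all 5 leaf groups and in 3 of 4 stem groups. At 8 min it was also lower in all 4 stem groups (-0.47 under HL, -0.82 under HS, -1.10 under HL+HS and -0.51 under HL&HS). The same held at 8 min in the leaf group titled HS (-0.72) and the HS leaf of HL&HS plants (-0.25). A batch confined to the 2 min libraries would not give the falls at 8 min, and it was not excluded for the 2 min fall under HL+HS in leaf. HSP101 and HSP70 were lower in leaf under HS and HL+HS but higher in the other 3 leaf groups at 2 min, and a batch was not excluded for their small falls. RHL41 and STZ under HL+HS also stood below the other 2 min libraries, which a batch shared by all of them would not give by itself. RHL41 averaged 45.82 normalized counts there and 126.1 to 200.3 in the other 4 leaf groups at 2 min, and STZ 104.6 against 210.0 to 982.7. The rises at 8 min involve libraries of the same depth as the control.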

How the results depend on the processing

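No alternative in this part was chosen after the results were seen. Among 2276 values of the named genes over all alternatives, 2201 kept their direction and their side of the threshold, 37 were no longer past it, 11 came to pass it and 27 reversed. Of the gene counts, the pseudocount of 0.1 and no filter on low values kept all 30 within ratios of 0.99 to 1.00 and 0.91 to 1.01. With rescaling within the tissue the ratios were 0.96 to 1.02. It left the leaf versus stem counts of 5336 and 6027 exactly as they were, with 100% of the genes kept, so it did not test them. The median log2 change of all genes stayed within 0.033 of 0 under each alternative.

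Fitting only the compared groups estimates the spread from libraries of fewer groups and changed the counts in a regular way. Of 15 comparisons at 2 min, 14 gave more genes and 1 fewer, and all 15 at 8 min gave fewer. The fit of all groups gives each gene 1 spread for the deeper 2 min and the shallower 8 min libraries. In stem under HL it gave 7892 genes at 2 min and 8047 at 8 min, but edgeR gave 8114 and 6926. Which time held more genes therefore depended on the method. Fitting only the compared groups took the leaf 8 min group titled HL from 5997 to 3490 genes. Stem HL&HS against HL+HS at 2 min, 575 genes in the fit of all stem groups, gave 2281 with only these groups fitted, 1750 with edgeR and 1611 with DESeq2, and 307 to 413 across the 6 fits that each left out 1 library. The cause was not tested for either comparison. At 8 min the share of genes higher in this comparison was 44.1%, but 51.1% after rescaling within the tissue, 54.5% with edgeR and 50.2% with DESeq2. Which direction held more genes changed in 15 of the 30 counts under at least 1 of these alternatives, all with 44.1% to 56.6% of genes higher: in 10 with rescaling, 11 with edgeR, 8 with DESeq2, 4 with only the compared groups and 1 without the filter. In leaf under HL+HS at 2 min the share fell from 54.0% to 48.1% with rescaling, so small imbalances between higher and lower genes do not hold across scalings. Fitted with only the compared groups, the other 28 counts had ratios of 0.70 to 1.44. Over 264 fits that each left out 1 library, 4 moved by more than 1.5 times, all in that 2 min stem comparison, with ratios of 0.53 to 1.05 over all fits.

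With the replicate block, leaf 2 min HL gave 3668 genes, and the 30 counts had ratios of 0.98 to 1.01. Residuals of libraries with the same replicate number correlated at 0.0053 in leaf and 0.0017 in stem. These are means over all pairs of groups in a tissue. They do not test whether both leaves of HL&HS plants, or leaf and stem, came from the same plants. Taking the groups from the treatment tag exchanges the counts 5997 and 6029 of the 8 min leaf groups; 3579 genes were past the threshold in both.

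Reversals occurred for changes that no alternative put past the threshold (smallest adjusted p 0.0722). With edgeR, HSFA2 in leaf at 2 min HS changed from -0.003 to 0.009, and ELIP1 in the 8 min HL leaf of HL&HS plants from 0.008 to -0.009 with rescaling within the tissue and with DESeq2. Across the 6 fits that each left out 1 library, HSFA2 ranged from -0.026 to 0.012 in leaf 2 min HS, -0.159 to 0.098 in stem 2 min HS, -0.009 to 0.093 in stem 2 min HL+HS, -0.021 to 0.187 in stem 2 min HL&HS and -0.167 to 0.128 in stem 8 min HS. RHL41 ranged from -0.302 to 0.328 in stem 2 min HS and -0.122 to 0.507 in stem 2 min HL+HS, and STZ from -0.173 to 0.017 in stem 2 min HS. ELIP1 ranged from -0.041 to 0.11 in the leaf 8 min group titled HL and -0.054 to 0.053 in the HL leaf of HL&HS plants at 8 min. APX2 ranged from -0.027 to 0.429 in stem 8 min HL and -0.384 to 0.136 in stem 8 min HS. The cause was not tested. At the depth of the control libraries, a gene at or under 3 reads gives a lower bound of the fold only, as for HSP23.6-MITO in leaf and RTFL12 in stem.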

Other observations

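In this part, the tests of the control libraries against the other groups, of stem RNA in leaf libraries and of its effect on the 8 min titles were chosen only after the result was seen, and those on plants given both stresses were chosen after the values of PCR1 were seen. All comparisons of a 2 min group with control contrast deeper with shallower libraries. After thinning to one total the count of genes had a median ratio of 0.827 to the full count, and a median of 0.778 of the original genes were still past the threshold. The 8 min comparisons, whose libraries matched the control in depth, gave 0.773 and 0.771, so the loss itself does not measure unequal depth. The genes that remain at 2 min do so at equal depth. GC content and length had r of -0.006 and 0.076 across genes with the 2 against 8 min change, and that change correlated at r = 0.45 between leaf and stem. Against a batch confined to the 2 min libraries, 264 genes changed the same way in all 9 comparisons at 2 min and 0 of them were past the threshold in no 8 min comparison, while 14.1% of the 17250 genes tested in both tissues were. The control libraries are shared by both times, which favours such overlap, so a library batch of the 2 min groups was not excluded. In leaf, 19, 6, 76, 13 and 22 genes were at least 4-fold lower at 2 min under HL, HS, HL+HS and in the HL and HS leaves of HL&HS plants. By decay alone, a 4-fold fall in 2 min needs a half-life of 1 min at most, so part of these falls may come from batch or from differences between plants.

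The splits of the samples in each comparison with control, 3 against 3, allow 4 that part as many same-numbered pairs as the real one. In all 18 the real split, 1 of 4, gave the most genes, which is the smallest share the design allows; the highest other count was 3. The other 6 splits part fewer pairs and gave as many in 0 cases, with a highest count of 164 in the leaf 8 min group titled HL. Stem HL&HS against HL+HS also gave 1 of 4 at both times. Of 100 random splits, 2 gave as many genes as the leaf departure from additivity at 2 min, 1 of 100 at 8 min, 1 for stem HL+HS at 2 and at 8 min, 7 for stem HL&HS at 2 min (highest other count 5796, against 3570) and 3 at 8 min (5728, against 5221). These 100 splits mix libraries of groups that differ, so differences between the groups also appear as departures, and their counts do not test additivity alone. The count of 3570 genes was not unusual among them. For a second stressed leaf, 1 of 100 splits gave as many genes at each time. Those splits also mixed libraries of groups that differ.

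The departures from additivity include the control once with a positive sign, so a shift of the control that all stress groups share appears as a departure. In stem the departure correlated across genes with the change from control in HL&HS plants at r = -0.481 at 2 min and -0.444 at 8 min, as such a shift would give. A true response of similar size under each stress would also give a negative r, so these values do not decide between them. In leaf r was 0.146 at 2 min and -0.233 at 8 min. The HL+HS changes in leaf correlated with those of the HL and HS leaves of HL&HS plants at 0.70 and 0.73 at 2 min. What these plants share raises r whatever the control does, so the leaf values leave such a shift open. The stem control stood apart from all other stem groups in 2077 genes and the leaf control in 479. For the genes as a whole, it therefore remains open whether the stem departures reflect the control or an interaction of the stresses. Of the markers fixed in advance, HSFA2, HSP101 and HSP70 argue against the control for HL&HS at 8 min. In control, HL, HS and HL&HS, stem HSFA2 averaged 77.56, 92.89, 77.08 and 623.1 normalized counts. HSP101 averaged 968.0, 903.7, 839.2 and 2059, and HSP70 1122, 925.3, 1435 and 2540. No shift from control was shared by all these stress groups. ELIP1, at 441.9, 319.5, 252.0 and 311.0, went with such a shift. AT5G37940, the gene with the smallest p in this comparison, also did, at 1069, 2300, 2602 and 2126. The comparisons of HL&HS with HL+HS and of second leaves use no control.

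PCR1 was lower in all 6 leaf groups of plants given both stresses than in all 4 of plants given 1 stress, already at 2 min, and leaf libraries separated the same way on PC2. If plants given both stresses were grown or handled as a batch, their difference from singly stressed plants would be shared between tissues and times. Across genes it correlated between leaf and stem at r = 0.229 at 2 min and 0.206 at 8 min, and between 2 and 8 min in leaf at r = 0.456. These correlations do not decide between a batch and a response to the combined stress for the genes as a whole. PCR1 itself was lower in leaf with a second stressed leaf by a log2 difference of -2.87 at 2 min and -1.95 at 8 min. In stem it averaged 72.76 normalized counts under HL&HS and 56.31 under HL+HS at 2 min, against 83.92 under HL and 71.04 under HS, and 69.02 and 60.87 against 99.10 and 85.57 at 8 min. PCR1 was picked for its leaf difference and is low in stem, so its stem values do not decide on a batch either.

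At 8 min the titles and treatment tags of the leaf HL and HS groups disagree. The difference titled HL minus HS correlated across genes with the same difference at 2 min at r = 0.001, which decides nothing, and with HL leaf minus HS leaf of HL&HS plants at 8 min at r = 0.211, which goes against exchanged titles. The stem difference at 8 min gave r = 0.123. Stem-abundant genes stood at a median of 2.79% of their stem level in the group titled HL and at 1.24% in the HL leaf of HL&HS plants, against 0.907% in the group titled HS and 0.381% in the HS leaf, so stem RNA would raise the HL side of both differences. Across 9397 genes with a stem mean no higher than their leaf control mean, which a small share of stem RNA changes little, r was 0.253, so such RNA does not by itself give the r of 0.211.

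The leaf 8 min group titled HL may hold a small share of stem RNA. Of 40 genes with at most 3 reads in each leaf control library and a mean of at least 200 in stem, 37 were above 1% of their stem level in this group, with a median of 2.79%, against 0.413% in leaf control and 1.24% in the HL leaf of HL&HS plants at 8 min. Its 3 libraries had medians of 2.99%, 2.43% and 3.14%. Replicate 2, the lowest, differed from the others by chi-square per gene of 6.81 and 6.13, while those differed from each other by 1.41. In this group 598 genes were at least 2-fold higher. Adding 2.79% of the stem mean to the leaf control would by itself give a 2-fold rise in 79 of them. Genes outside the 598 were not counted, so this does not test for stem RNA. The 40 genes were chosen by their stem and control levels and not by their values in this group. A leaf program that uses the same genes was not tested.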
